A study of Mus musculus with 53 samples.

How the data were processed

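RNA was sequenced from 53 libraries of mouse tissue, 27 from dorsal root ganglia (DRG, the clusters of sensory nerve cell bodies beside the spinal cord, with their satellite, Schwann and other cells) and 26 from hind paw skin. Per the labels' protocols, mice received paclitaxel, a chemotherapy drug that stabilises microtubules, by systemic injection at 6 mg/kg on days -6, -3 and 0, and tissue was dissected on days 1, 16 and 31. Samples labelled as day 0 controls are called vehicle here. Polyadenylated RNA from approximately 500 ng of total RNA was converted into strand-specific libraries (dUTP method) and read from 1 end for 50 bp on an Illumina HiSeq instrument, per the labels' protocols.

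The deposited values are raw counts: the authors gave 1 file per library with the number of reads assigned to each of 22609 gene symbols, followed by 5 lines that name no gene. The names of those lines are the ones that the program HTSeq writes (no feature, ambiguous, low quality, not aligned, not unique). The labels do not name the aligner, the genome build, the annotation or the strand setting of the counting. All values were whole numbers, all files listed the same genes, and the lines that name no gene were left out of every test. They held 43.0% to 66.8% of all reads of a library. The lines for low-quality and unaligned reads were 0 in all 53 files.

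Libraries were grouped by tissue, sex and day from the labels, which gave 16 groups, 11 with 3 libraries and 5 with 4. The groups of 4 were DRG of males on days 1, 16 and 31 and paw skin of males on days 1 and 31. Counts per library ranged from 15570397 to 30510343, with a median of 21010779, and 16505 to 17793 genes had at least 1 count. At this depth a count of 0 allows up to 3 counts, which is the floor used for a lower bound on a fold. Such floors, and the 95% intervals of shares in single libraries, cover counting error alone, since reads without molecular identifiers are not independent molecules. They say nothing about the spread between libraries.

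Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr by group, libraries were scaled by the trimmed mean of M-values (TMM), and quasi-likelihood F-tests were run on negative binomial fits. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. Each tissue and sex had 1 fit over its 4 groups, from which each day was compared with vehicle and the 3 days were compared with each other by an F-test on 2 contrasts. Each tissue also had 1 fit over its 8 groups, which tested whether the effects against vehicle differed between the sexes (an F-test on 3 interaction contrasts, called sex by treatment here) and compared female with male vehicle libraries. Filtering left 15588 genes in male DRG, 15342 in female DRG, 15327 in male paw skin and 14985 in female paw skin. The fits over both sexes tested 15778 genes in DRG and 15506 in paw skin. Values per gene are CPM, the usual counts relative to library size, scaled by TMM and given with the SD over libraries. The label checks, the salivary genes as a list, the lower bounds of folds and single genes outside the naming rule are given in CPM without TMM. Effects are log2 fold changes from the fits with their SE.

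Lists of genes were tested with camera in limma 3.58.1 on log2 CPM (prior count 2), with a preset correlation between genes of 0.01. Lists with at least 5 tested genes were used, and p-values were adjusted over the 156 pairs of 13 lists and 12 comparisons with vehicle. The lists, written from general knowledge, were axon injury and regeneration, nociceptor, myelin, repair Schwann cell, macrophage, cell cycle, fibrillar collagen and matrix, keratinocyte differentiation, hair keratin, skeletal muscle, erythroid, adipocyte and immediate early. Rotation tests (fry) and camera with an estimated correlation were run on the same pairs. For single genes of a list, p-values were also adjusted over the list alone.

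Genes are named by a rule. Per tissue and sex, it takes the gene with the largest mean rise and the gene with the largest mean fall among those that passed the threshold against vehicle on all 3 days in 1 direction, averaged at least 5 CPM, had no overlap between vehicle and treated libraries and were not among the genes used to check sex. Per tissue and day, it takes the gene with the largest mean rise and the gene with the largest mean fall among those past the threshold in both sexes in the same direction, again with at least 5 CPM on average. It adds Atf3, Sprr1a, Gal, Npy, Sox11 and Gap43 in DRG and Mki67, Col1a1, Krt14 and Krt10 in paw skin. Agreement between the sexes and between the days was measured by Spearman correlation of log2 fold changes across genes. Genes are not independent replicates, so these correlations carry no p-value. Days of 1 tissue and sex share their vehicle libraries, so 20 simulations of unchanged groups gave the value that sharing alone produces.

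Genes were matched by symbol to GENCODE M21 (mouse assembly GRCm38), used for names, transcript length, GC content and which exons overlap an exon on the opposite strand. No coordinates are given, since the build of the authors' counting is not known. Of the gene symbols, 22168 matched (98.1%), 20246 directly and 1922 through an older symbol. For 3129 of them, an exon overlapped an opposite-strand exon of another gene in the files.

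The grouping, the tests, the 13 lists, the naming rule and the first alternatives were chosen before the data were examined. Those alternatives were the relative log expression scaling (RLE) in edgeR, DESeq2 1.42.0 with its own size factors and test, no filter on low counts, the replicate number as a block, 1 fit over both sexes, a fit of the compared pair of groups only, each library of the compared groups left out in turn (vehicle libraries only for lists, agreement of the sexes and overlap of days), fry and the estimated correlation. Alternatives added after the data were seen left out genes with opposite-strand overlap, subtracted an estimated share of the other tissue's reads, used days 16 and 31 only, or removed the trend of counts with transcript length and GC content. Lists of clock, glucocorticoid response, salivary gland, and outer root sheath and bulge genes were also added then and appear in the closing section only. To estimate other-tissue reads, genes with at least 100 CPM in 1 tissue and 200 times the level of the other tissue served as markers, and the lower quartile (0.25) of their ratios gave the share.

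The edgeR tests of day 16 against vehicle, among days, of sex by treatment and of female against male vehicle, the DESeq2 test of day 16 and the list tests were tested on simulated data with 200 changed genes, drawn from the means and library sizes of the real libraries. Across 12 edgeR steps, 86.5% to 99.5% of the changed genes were recovered with at most 15 false calls. The 4 DESeq2 steps recovered 92.5% to 99.5% with 15 to 46 false calls. The other alternatives were not simulated. Of 4 lists raised in the simulation, camera and fry each found 4, and camera found 0 of 4 unchanged lists. For each count of genes, other splits of the same libraries into groups of the same sizes were tested, all of them where there were at most 100 and otherwise 100 drawn at random. Tables and plots were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The reads themselves were not used here.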

Results

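The data are RNA counts from 53 libraries of mice given paclitaxel or vehicle, 27 from DRG and 26 from hind paw skin, with 29 libraries from males and 24 from females. Each tissue and sex had a vehicle group and groups taken 1, 16 and 31 days after the last injection, with 3 or 4 libraries per group. Vehicle was labelled day 0, with no vehicle group at the later days. Age and date of collection are therefore not separated from treatment. The comparisons below ask which genes differed from vehicle in the cell bodies of sensory neurons and in the skin they innervate, how long the differences lasted, and whether males and females shared them. Counts assigned to genes ranged from 17669667 to 25178587 per library in female DRG, 17802517 to 30510343 in male DRG, 16126366 to 20880693 in female paw skin and 15570397 to 25599391 in male paw skin. Of all counts in a library, the 10 most abundant genes held 4.48% to 16.8%.

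The sex and tissue labels were checked against genes with known patterns. Xist, a transcript of the inactive X chromosome, was counted at 194 to 1920 CPM in female libraries and 0 to 0.328 CPM in male libraries. Ddx3y, Eif2s3y, Kdm5d and Uty, on the Y chromosome, were counted at 34.6 to 200, 27.7 to 148, 9.39 to 34.8 and 12.8 to 37.9 CPM in male libraries. In female libraries they reached at most 0.152, 0.0858, 0.062 and 0.062 CPM. Scn10a and Prph, expressed by sensory neurons, lay at 646 to 1410 and 1240 to 1990 CPM in DRG against 0 to 7.13 and 1.27 to 13.4 CPM in paw skin. Krt5 and Krt10, keratins of the epidermis, lay at 1590 to 3670 and 20200 to 56100 CPM in paw skin against 0.225 to 5.76 and 10.4 to 76.9 CPM in DRG.

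The files were not all counted in the same way. The ambiguous line, which holds reads that fall on more than 1 gene, equalled 0.231% to 0.353% of the gene counts in 13 libraries and 0.691% to 1.06% in the other 40, with no library between. The 13 libraries were the vehicle groups of males in both tissues and male paw skin on days 16 and 31. The 3 comparisons of male DRG with vehicle, male paw skin on day 1 against vehicle, the comparison among days in male paw skin, the sex by treatment tests over all 3 days and the comparison of female with male vehicle therefore crossed from 1 range to the other. These comparisons do not separate a difference in counting from a difference between the biological groups. The comparisons within females, male paw skin on days 16 and 31 against vehicle, and male DRG among the 3 days stayed within 1 range.

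**Figure D1:**
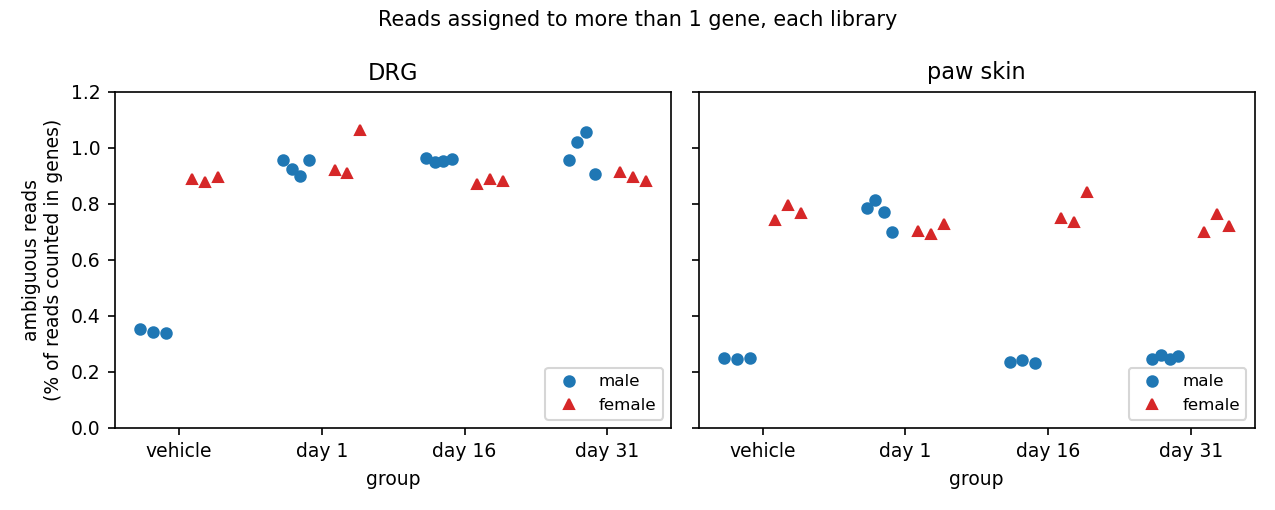
Ambiguous reads as a percentage of gene counts (vertical axis), 1 point for each of the 53 libraries, by tissue, sex and day. Values lay at 0.231% to 0.353% in 13 libraries and at 0.691% to 1.06% in 40.

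Male vehicle libraries also held more transcripts of the other tissue. Estimated from 156 marker genes of paw skin, the share of other-tissue reads was 0.14% to 0.246% in male vehicle DRG and 0.0155% to 0.0563% in the other 24 DRG libraries. From 122 marker genes of DRG, it was 0.211% to 0.277% in male vehicle paw skin, 0.0889% to 0.665% in male paw skin on day 1 and 0.0171% to 0.0629% in the other 19 paw skin libraries.

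The first comparison asked which genes of male DRG differed from vehicle. Of 15588 genes tested, 4644 passed the threshold on day 1 (2293 higher, 2351 lower, 694 of them changed at least 2-fold), 1758 on day 16 (975 higher, 783 lower, 505 at least 2-fold) and 1803 on day 31 (950 higher, 853 lower, 470 at least 2-fold). The biological coefficient of variation was 15.6%. Among the 3 days, 240 genes differed. Apart from leaving out libraries, the largest move was that of 1 fit over both sexes, which gave 2429 genes among days. Leaving out 1 library gave 3151 (without vehicle replicate 1) to 5620 (without day 1 replicate 4) genes on day 1, 931 (without vehicle replicate 1) to 1289 on day 16, and 1035 (without vehicle replicate 2) to 1920 on day 31. The count among days fell to 2 without day 16 replicate 1 and rose to 3650 without day 31 replicate 4. Genes whose exons overlap an opposite-strand exon were over-represented among the calls against vehicle, with odds ratios of 1.42 on day 1, 2.02 on day 16 and 2.01 on day 31.

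**Figure D2:**
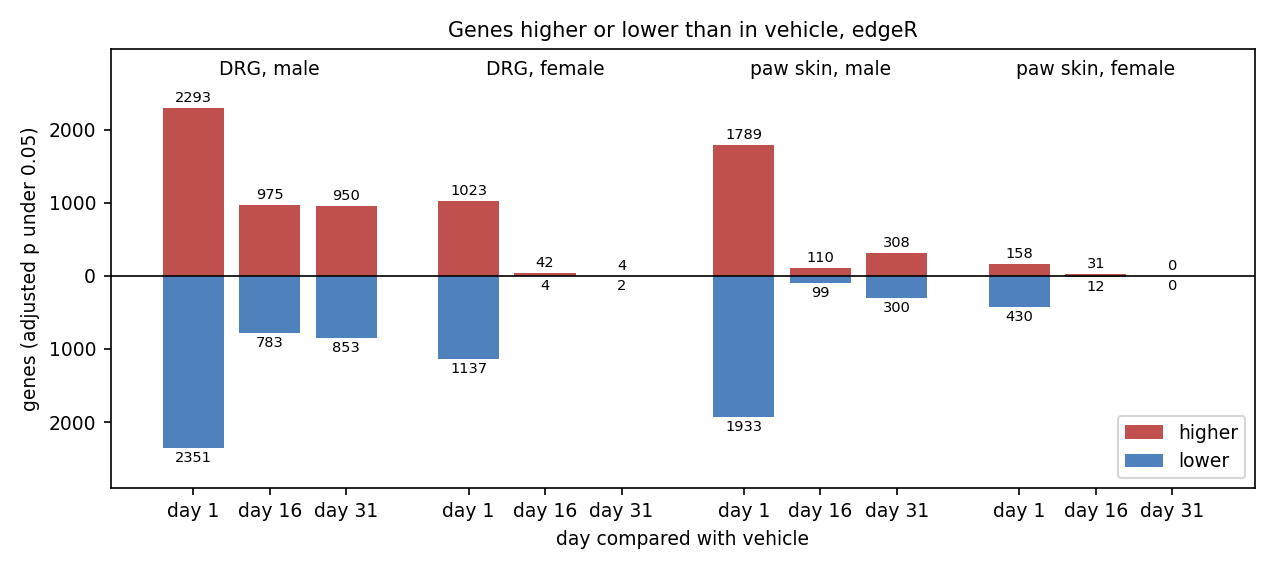
Number of genes past the threshold against vehicle (vertical axis) by tissue, sex and day, with bars for genes higher and lower than vehicle. Counts ranged from 4644 in male DRG on day 1 to 0 in female paw skin on day 31.

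In male DRG, Bpifa2e, a secreted protein of salivary glands, had 0 counts in the 3 vehicle libraries and 15.5 ± 10.8 (n = 4), 14.8 ± 4.31 (n = 4) and 8.67 ± 2.01 CPM (n = 4) on days 1, 16 and 31. These are rises of at least 110-fold, 106-fold and 62.8-fold (adjusted p = 8.84e-06, 1.09e-05 and 3.58e-05). In female DRG, Bpifa2e averaged 0.767 to 1.13 CPM in the 4 groups. Tmem140 fell from 20 ± 1.78 CPM (n = 3) in vehicle to 0.433 ± 0.157, 0.631 ± 0.322 and 0.431 ± 0.37 CPM (n = 4 each), log2 fold changes of -5.48, -4.96 and -5.44 (SE 0.456, 0.43 and 0.446; adjusted p = 6.99e-07, 1.1e-06 and 5.83e-07). An exon of Tmem140 overlaps 3110062M04Rik on the opposite strand, and female DRG held 0.62 to 0.81 CPM in all 4 groups. All treated libraries of males lay on 1 side of all vehicle libraries for both genes.

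In female DRG the same question gave 2160 of 15342 genes on day 1 (1023 higher, 1137 lower, 214 at least 2-fold), 46 on day 16 (42 higher, 4 lower, 16 at least 2-fold) and 6 on day 31 (4 higher, 2 lower, 2 at least 2-fold). The unadjusted p-value was under 0.05 for 802 genes on day 16 and 1232 on day 31. The biological coefficient of variation was 11.2%, and 1720 genes differed among the days. Fitting only the compared pair of groups moved the day 1 count most, to 42 (15 higher, 27 lower). It gave 131 on day 16 (91 higher, 40 lower) and 167 on day 31 (13 higher, 154 lower). Without vehicle replicate 2, day 1 gave 156 genes, and without day 1 replicate 2 it gave 4098. Leaving out 1 library gave 19 (without vehicle replicate 1) to 31 genes on day 16, 0 (without day 31 replicate 2) to 2 on day 31 and, among days, 323 (without day 16 replicate 1) to 3897 (without day 1 replicate 2).

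Dbp, a transcription factor of the circadian clock, rose in female DRG from 4.54 ± 0.122 CPM (n = 3) to 13.8 ± 1.37, 11 ± 4.2 and 14.3 ± 0.389 CPM on days 1, 16 and 31 (n = 3 each). Its log2 fold changes were 1.61, 1.28 and 1.66 (SE 0.211, 0.214 and 0.21; adjusted p = 0.0031, 0.0227 and 0.0187), and every treated library lay above every vehicle library. The call on day 16 was lost in 5 of 6 fits that left out 1 library (adjusted p up to 0.167 without vehicle replicate 1) and the call on day 31 in 6 of 6 (up to 0.167 without vehicle replicate 2), while the day 31 effect stayed at 1.63 to 1.68. In male DRG, Dbp changed by -0.10, -1.37 and -0.91 (adjusted p = 0.688, 8.34e-05 and 0.00288). An exon of Dbp overlaps Sphk2 on the opposite strand. No gene of female DRG met the rule for a fall on all 3 days.

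On day 1, the genes with the largest rise and fall shared by both sexes in DRG were 9530082P21Rik and Nr2c2. 9530082P21Rik rose from 2.80 ± 0.124 CPM (n = 3) to 79.7 ± 13.3 CPM (n = 4) in males and from 79.4 ± 0.173 to 105 ± 17.4 CPM (n = 3 each) in females, log2 fold changes of 4.83 and 0.41 (SE 0.198 and 0.0995; adjusted p = 3.32e-10 and 0.0235). Its exons overlap Flywch1 and Kremen2 on the opposite strand. Nr2c2, whose exon overlaps Mrps25, fell from 54.8 ± 3.68 (n = 3) to 8.40 ± 4.11 CPM (n = 4) in males and from 15.9 ± 4.43 to 4.17 ± 2.57 CPM (n = 3 each) in females, log2 fold changes of -2.68 and -1.91 (SE 0.366 and 0.461; adjusted p = 0.000114 and 0.0226). In females each of these calls was lost in 3 of 6 fits that left out 1 library, with adjusted p up to 0.0826 and 0.0843 without vehicle replicate 2. The effects were then 0.25 to 0.50 and -2.34 to -1.54.

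For male paw skin, 3722 of 15327 genes differed from vehicle on day 1 (1789 higher, 1933 lower, 1101 at least 2-fold), 209 on day 16 (110 higher, 99 lower, 90 at least 2-fold) and 608 on day 31 (308 higher, 300 lower, 128 at least 2-fold). The biological coefficient of variation was 22%, and 1829 genes differed among the days. The largest move came from leaving out vehicle replicate 2, which gave 1316 genes on day 1, 7 on day 16 and 0 on day 31. That library had the highest count of reads outside genes, 44.1% of its gene counts (95% interval 44.1% to 44.1%, for counting error alone), against at most 30.7% in any other library. The highest counts were 3851 on day 1, 495 on day 16 (without day 16 replicate 3) and 1479 on day 31 (without day 31 replicate 1). Among days the range was 1061 (without day 1 replicate 1) to 3535 (without day 31 replicate 1). Comparing days 16 and 31 only, which lie in the same range of ambiguous reads, gave 28 genes.

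Smr3a, a protein of saliva, had 0 counts in the 3 vehicle libraries of male paw skin and 67 ± 97.6 (n = 4), 133 ± 155 (n = 3) and 34.9 ± 28.4 CPM (n = 4) on days 1, 16 and 31. These are rises of at least 387-fold, 769-fold and 212-fold (adjusted p = 0.00689, 0.0313 and 0.039). On day 1, replicate 4 held 213 CPM and the others 17.4 to 19.5. On day 16, replicate 1 held 310 CPM and the others 64.3 and 23.1, so the size of that bound rests largely on 1 library. On day 31, replicate 3 held 77.1 CPM and the others 15.4 to 24.3. The calls were lost in 5 of 6 fits on day 16 (adjusted p up to 0.129) and 5 of 7 on day 31 (up to 0.157), both highest without vehicle replicate 2, where the log2 effects ranged from 12.84 to 14.96 and from 11.78 to 12.80. Female paw skin averaged 0.32 to 0.47 CPM. 8430408G22Rik fell from 49.3 ± 7.61 CPM (n = 3) to 3.66 ± 0.878 (n = 4), 5.40 ± 2.22 (n = 3) and 7.48 ± 4.64 CPM (n = 4), log2 fold changes of -3.75, -3.20 and -2.72 (SE 0.382, 0.415 and 0.364; adjusted p = 3.79e-05, 0.00502 and 0.00685). Without vehicle replicate 2, its adjusted p on day 31 was 0.0527, with effects of -3.25 to -2.52 over the 7 fits. In females it rose on day 1 by 1.67 (SE 0.276; adjusted p = 0.0123), a call lost without vehicle replicate 2 (adjusted p = 0.0624; effects 1.40 to 1.90).

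In female paw skin, 588 of 14985 genes differed from vehicle on day 1 (158 higher, 430 lower, 154 at least 2-fold), 43 on day 16 (31 higher, 12 lower, 13 at least 2-fold) and 0 on day 31. On day 31, the unadjusted p-value was under 0.05 for 1138 genes and the smallest adjusted p was 0.0871. The biological coefficient of variation was 24.0%, and 425 genes differed among the days. Fitting only the compared pair of groups moved the counts of days 1 and 16 most, to 78 and 2, and the replicate number as a block moved the count among days most, to 93. On day 31, DESeq2 gave 75 genes. Leaving out 1 library gave 97 (without vehicle replicate 2) to 505 genes on day 1, 10 (without vehicle replicate 3) to 37 on day 16, 0 to 3 on day 31 and 98 (without day 1 replicate 3) to 1475 (without day 16 replicate 2) among days. No gene met the rule for a rise or a fall on all 3 days.

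Shared by the sexes in paw skin on day 1, the largest rise was that of Cpa3, a protease of mast cells, and the largest fall that of Kri1, a ribosome assembly factor. Cpa3 rose from 9.36 ± 6.65 (n = 3) to 25.8 ± 5.98 CPM (n = 4) in males and from 9.46 ± 2.58 to 31.4 ± 5.71 CPM (n = 3 each) in females, log2 fold changes of 1.45 and 1.73 (SE 0.367 and 0.333; adjusted p = 0.0141 and 0.0219). Kri1, whose exon overlaps Atg4d, fell from 28.6 ± 1.35 (n = 3) to 20.3 ± 5.05 CPM (n = 4) in males and from 28.4 ± 1.48 to 19.1 ± 0.97 CPM (n = 3 each) in females, log2 fold changes of -0.49 and -0.57 (SE 0.154 and 0.101; adjusted p = 0.0338 and 0.0152). Treated and vehicle libraries did not overlap in any of the 4 comparisons. Leaving out 1 library removed the Cpa3 call in 2 of 7 fits in males (adjusted p up to 0.0745 without vehicle replicate 1) and 4 of 6 in females (up to 0.0926 without vehicle replicate 2), with effects of 1.17 to 2.22 and 1.52 to 1.87. The Kri1 call was lost in 6 of 7 fits in males (up to 0.121 without vehicle replicate 1) and 3 of 6 in females (up to 0.0749 without vehicle replicate 2), with effects of -0.65 to -0.39 and -0.61 to -0.53.

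Genes that rise in injured sensory neurons were read in DRG next. Sox11 rose in males from 7.94 ± 2.05 CPM (n = 3) to 12.6 ± 1.65 on day 1 and 16.1 ± 2.9 on day 31 (n = 4 each), log2 fold changes of 0.67 and 1.02 (SE 0.177 each; adjusted p = 0.0108 and 0.00134), and all libraries of these 2 days lay above vehicle. Without vehicle replicate 2, the day 1 effect was 0.46 (adjusted p = 0.0573). With the trend of length and GC content removed, it was 0.522 (adjusted p = 0.0628). Sprr1a rose in males on day 31 by 4.42 (SE 1.19; adjusted p = 0.0248), from 0.39 to 8.46 ± 13.7 CPM (n = 4). Replicate 1 held 28.9 CPM and the others 0.398 to 3.54. The effect was 2.09 without that library, and the adjusted p was up to 0.0941 without vehicle replicate 2. The Sprr1a call was also lost with the replicate number as a block (adjusted p = 0.0538) and in the fit of the compared pair only (0.131). Npy rose in males on day 31 by 4.27 (SE 1.2; adjusted p = 0.0308), from 0.0971 to 1.98 ± 2.83 CPM, with 6.2 CPM in replicate 1. Its call was lost in 3 of 5 fits that left out 1 library (adjusted p up to 0.102 without vehicle replicate 2), with effects of 3.96 to 4.68. The comparison had 7 such fits, so this range does not cover all of them. The day 31 libraries other than replicate 1 held 0.316 to 1.06 CPM of Npy. Atf3, at 12.3 ± 1.11 CPM in vehicle and 25.1 ± 15.5 CPM on day 31 (46.7 in replicate 1 and 13.5 to 26 in the others), did not pass (log2 fold change 1.03, SE 0.338; adjusted p = 0.0587). Its effect was 0.55 without replicate 1. By DESeq2 with all libraries, Atf3 passed (1.02; adjusted p = 0.0495).

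In female DRG on day 1, the same genes were high in replicate 1 alone. It held 76.2 CPM of Atf3, 16.7 of Sprr1a and 6.28 of Npy, and the other 2 libraries held 7.5 and 9.01 of Atf3 and 0.682 and 0.265 of Sprr1a. Log2 fold changes were 1.77 for Atf3 (SE 0.639; adjusted p = 0.0768), 3.82 for Sprr1a (SE 1.13; adjusted p = 0.0417) and 2.76 for Npy (SE 0.956; adjusted p = 0.0669). Without replicate 1 they were -0.15, 0.19 and 0.21, and the call for Sprr1a was lost (adjusted p = 0.84). Gap43 rose by 0.35 (SE 0.0838; adjusted p = 0.0218), which 3 of 6 fits without 1 library lost (adjusted p up to 0.0896 without vehicle replicate 2; effects 0.26 to 0.42). Sox11 changed by 0.50 (SE 0.211; adjusted p = 0.119), and passed with the trend of length and GC content removed (0.833; adjusted p = 0.026). Gal passed in no comparison. The test of sex by treatment gave adjusted p = 0.0147 for Atf3, 0.00507 for Sprr1a, 0.0257 for Npy, 0.0714 for Sox11, 0.113 for Gap43 and 0.191 for Gal.

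**Figure D3:**
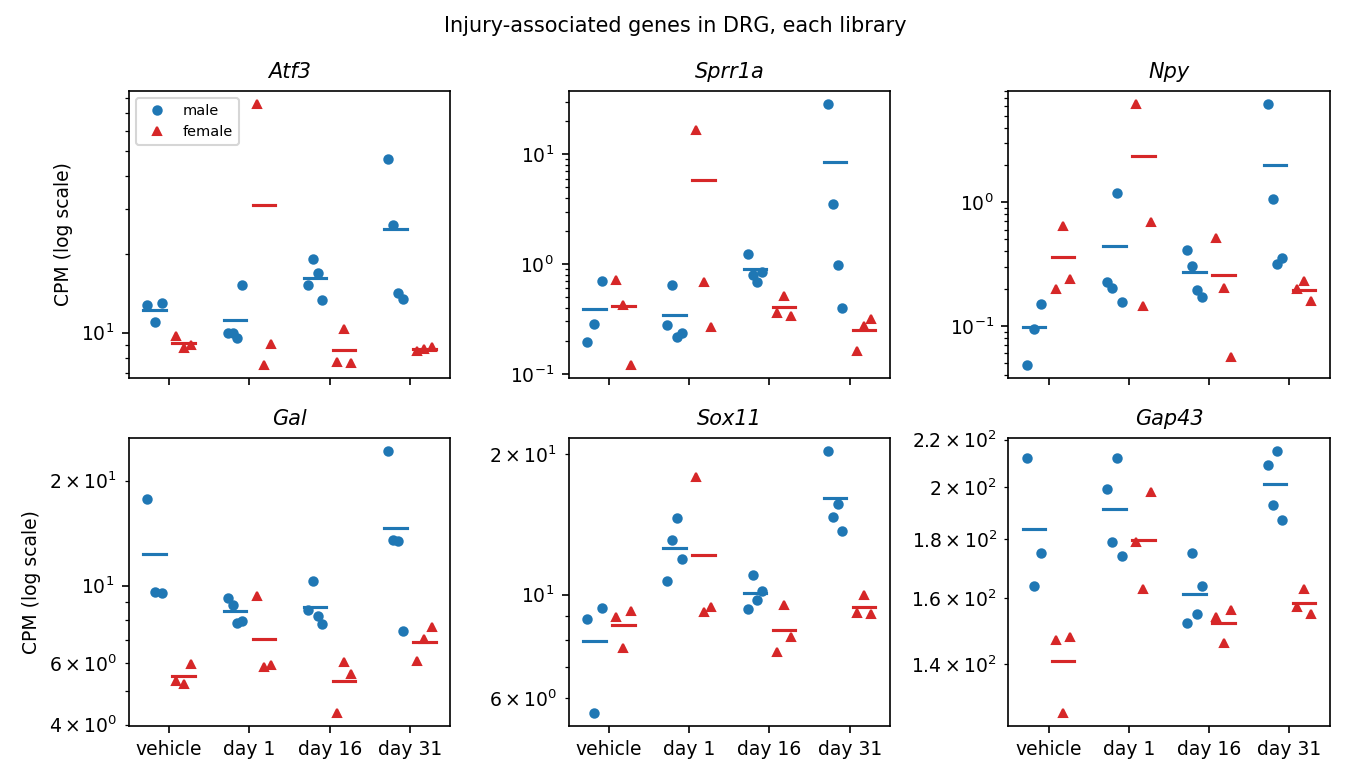
CPM (log scale) of 6 genes that rise in injured sensory neurons, 1 point per DRG library by sex and day, with bars at group means. Atf3 reached 46.7 CPM in 1 male library of day 31 and 76.2 CPM in 1 female library of day 1.

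In paw skin, genes of proliferation and epidermis were read. Mki67, made by dividing cells, rose in males on day 1 from 176 ± 18.2 (n = 3) to 293 ± 60.5 CPM (n = 4), a log2 fold change of 0.74 (SE 0.177; adjusted p = 0.0111), and changed by -0.43 in females (SE 0.174; adjusted p = 0.178). Krt10 rose in males on day 1 by 0.98 (SE 0.237; adjusted p = 0.0118). All male libraries of day 1 lay above vehicle for both genes. Each call was lost in 2 of 7 fits that left out 1 library, up to 0.0623 for Mki67 without vehicle replicate 2 (effects 0.62 to 0.82) and 0.0637 for Krt10 without vehicle replicate 1 (effects 0.85 to 1.15). Krt10 also rose in males on days 16 and 31, by 0.765 and 0.748, without passing (adjusted p = 0.145 and 0.0769). DESeq2 passed both days (0.00665 and 0.00245), and 1 fit over both sexes passed day 31 (0.0287). In the edgeR fits per sex, Krt14 and Col1a1 passed in no comparison with vehicle. Krt14 in males on day 31 passed by DESeq2 (0.556; adjusted p = 0.019) and in 1 fit over both sexes (0.56; 0.0469). Sex by treatment gave adjusted p = 0.00604 for Mki67, 0.109 for Krt10, 0.0452 for Krt14 and 0.212 for Col1a1.

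Of the 156 pairs of a gene list and a comparison with vehicle, 65 passed by camera, 27 in DRG and 38 in paw skin. Of these, 18 also passed by fry, and 0 passed when the correlation between genes was estimated from the data, the alternative that moved this family most. Among single genes of the lists, 529 calls passed when adjusted over the list alone and 311 when adjusted over all genes. In male DRG, the lists past both camera and fry were keratinocyte differentiation, with median log2 fold changes of -2.06, -1.66 and -1.95 on days 1, 16 and 31 (adjusted p = 1.89e-10, 3.6e-14 and 3.6e-14), and axon injury and regeneration on day 31 (0.33; adjusted p = 2.69e-05). On day 1, 13 of 15 keratinocyte genes passed by either adjustment. Apart from Atf3, Sprr1a and Npy, 18 of 20 axon injury genes were higher in replicate 1 of day 31 than in its other libraries. The list was not tested without that library. On day 31, 95.7% of the 23 axon injury genes were higher, and 11 passed over the list alone against 8 over all genes. In female DRG they were cell cycle on days 1 and 31 (-0.61 and -0.43; adjusted p = 1.49e-05 and 5.81e-09), fibrillar collagen and matrix on the same days (-0.47 and -0.45; adjusted p = 4.04e-07 and 3.59e-19) and adipocyte on day 31 (-1.75; adjusted p = 3.03e-16). Of the collagen genes, 15 and 17 passed over the list alone on days 1 and 31 against 11 and 1 over all genes. The skeletal muscle list was also lower in female DRG on day 31 (-1.955, adjusted p = 2.95e-09 by camera and 0.245 by fry). How much fat or muscle was taken with the ganglia was not tested.

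In male paw skin, camera and fry both passed myelin on days 1, 16 and 31 (-1.19, -0.87 and -0.68; adjusted p = 1.54e-08, 6.85e-13 and 3.32e-06), nociceptor (pain-sensing neuron) on days 16 and 31 (-1.68 and -2.40; adjusted p = 1.9e-07 and 3.56e-05), cell cycle on day 1 (0.73; adjusted p = 7.44e-10) and keratinocyte differentiation on day 1 (0.56; adjusted p = 3.77e-06). Of the cell cycle genes, 19 of 20 passed over the list alone and 18 over all genes. For the nociceptor list, 7 and 8 genes passed over the list alone on days 16 and 31 against 2 and 5 over all genes. In female paw skin on day 1, they were hair keratin (-4.61; adjusted p = 3.59e-19), with 18 of 19 genes past over the list alone and 13 over all genes, and repair Schwann cell (-0.53; adjusted p = 0.00555). With genes at the floor set to their bounds, the median of the fitted changes moved from -6.21 to -4.38 for hair keratin (10 of 19 genes at the bound), from -2.20 to -1.99 for the nociceptor list on day 16 (5 of 13) and from -4.09 to -1.78 on day 31 (7 of 13).

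Counting every call by camera over the 6 comparisons of each tissue gave the following. In DRG, axon injury and regeneration was higher in 2 comparisons, nociceptor higher in 1, myelin lower in 3, macrophage higher in 1 and lower in 1, cell cycle lower in 3, collagen lower in 2, keratinocyte lower in 3, skeletal muscle higher in 2 and lower in 2, erythroid lower in 2, adipocyte lower in 2 and immediate early higher in 2 and lower in 1. Repair Schwann cell (medians 0.03 to 0.27) and hair keratin (-0.06 to 0.11) passed in none. In paw skin, axon injury and regeneration was higher in 1, nociceptor lower in 2, myelin lower in 3, repair Schwann cell lower in 1, macrophage higher in 1 and lower in 1, cell cycle higher in 3 and lower in 3, collagen higher in 4 and lower in 1, keratinocyte higher in 4, hair keratin higher in 2 and lower in 1, skeletal muscle higher in 2 and lower in 4, adipocyte lower in 2 and immediate early higher in 1 and lower in 2. Erythroid (-0.24 to 0.29) passed in none there. For the skeletal muscle list, leaving out 1 vehicle library removed calls in some comparisons: in female paw skin on day 1 its median was 2.80, and 0.41 without vehicle replicate 2 (adjusted p = 0.398), and in male DRG on day 1 it was 1.48, and 0.62 without vehicle replicate 1 (adjusted p = 0.295). In male paw skin on day 1, with a median of -3.10 (adjusted p = 1.03e-06), the call stayed without each vehicle library, and 16 of 20 genes passed over the list alone against 7 over all genes.

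**Figure D4:**
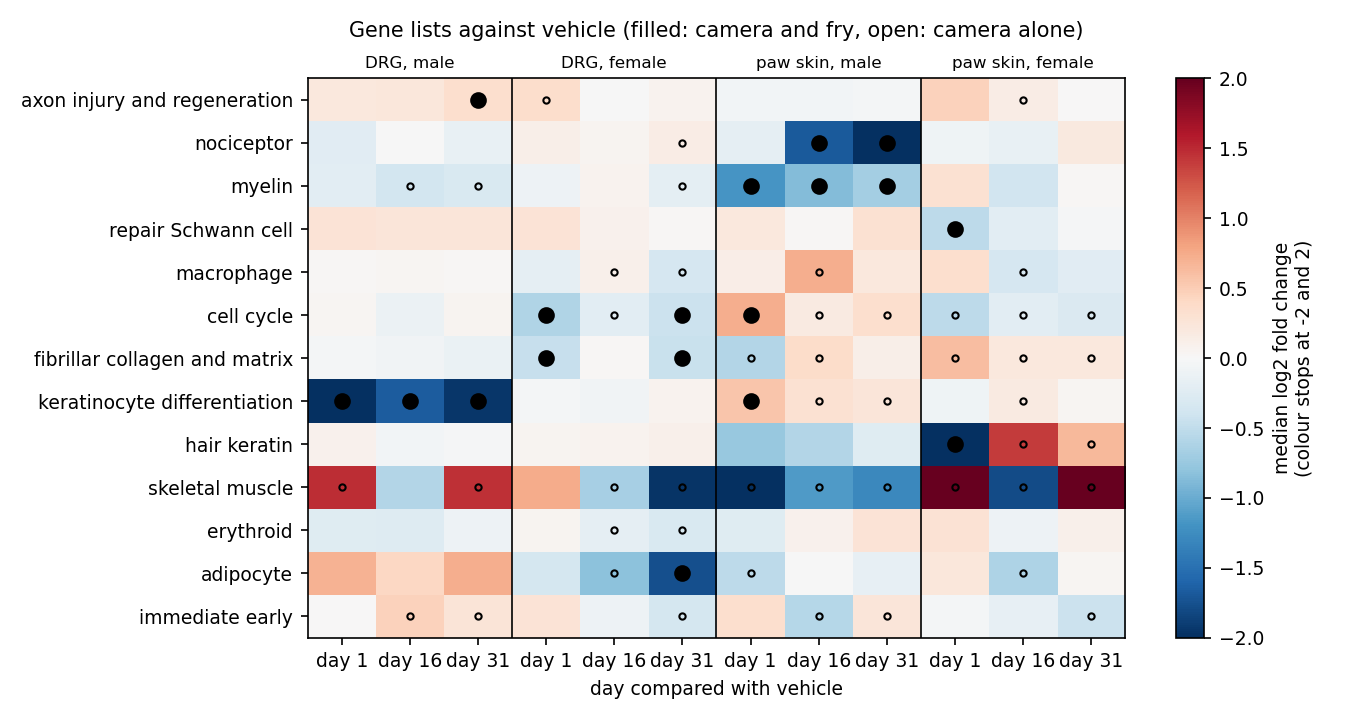
Median log2 fold change (colour, limited to -2 and 2) of 13 gene lists in each of the 12 comparisons with vehicle. Filled dots mark the 18 pairs past both camera and fry, and open dots those past camera alone.

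Whether the same genes stayed changed was asked next. In male DRG, 1007 genes passed on all 3 days in the same direction (557 higher, 450 lower), and the effects correlated at 0.659 between days 1 and 16, 0.656 between days 16 and 31 and 0.76 between days 1 and 31. Sharing the vehicle libraries alone gave 0.537, 0.54 and 0.536 in the simulations, at most 0.555, and 0 genes on all 3 days. Without genes that overlap the opposite strand, 595 genes passed on all days. In female DRG, 2 genes passed on all days, with correlations of 0.171, 0.283 and 0.34 against simulated values of 0.446, 0.449 and 0.454. In male paw skin, 65 genes did (37 higher, 28 lower), with 0.579, 0.611 and 0.633 against 0.499, 0.501 and 0.534, and no simulation gave more than 1 gene. That count was 0 without vehicle replicate 2 (treated libraries were not left out in turn for these counts). In female paw skin, 0 genes passed on all days, with 0.07, 0.218 and 0.453 against 0.457, 0.46 and 0.453.

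Males and females were compared by the correlation of their effects and by tests. In DRG the correlations were -0.227, -0.022 and -0.116 on days 1, 16 and 31, and in paw skin -0.416, 0.211 and -0.093. Leaving out 1 vehicle library gave -0.292 (without male vehicle replicate 2) to -0.096 (without male vehicle replicate 1) for DRG on day 1. Of the other alternatives, no filter on low counts moved the values of day 1 most, to -0.153 in DRG and -0.3 in paw skin. Without 1 vehicle library, the range was -0.20 (without female vehicle replicate 1) to 0.129 (without female vehicle replicate 2) for paw skin on day 31. In DRG on day 1, 656 genes passed in both sexes, 105 in the same direction and 551 in opposite directions, where independent calls would give 643.4 genes and 321.9 in the same direction. On day 16 these were 23 genes, all opposite, against 5.1 expected, and on day 31 1 gene, opposite, against 0.7. In paw skin on day 1, 177 genes passed in both, 16 in the same direction and 161 opposite, against 145 and 73.8 expected. On day 16 there were 2 genes, both opposite, and on day 31 there were 0. In DRG on day 1, effects followed GC content in opposite directions in the sexes (Spearman -0.308 in males and 0.331 in females). Such a trend can itself give opposite calls, and agreement of the sexes was not measured with it removed.

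The treatment effects differed between the sexes for 4557 of 15778 genes in DRG and 4480 of 15506 in paw skin. For paw skin the same test with the effects of days 16 and 31 only, which leaves out day 1 and keeps each sex in 1 range of ambiguous reads, gave 461 genes. Female and male vehicle libraries differed in 4704 genes in DRG (2059 higher in females, 2645 lower) and 5088 in paw skin (2878 higher, 2210 lower). Leaving out 1 library gave 2672 (without male vehicle replicate 1) to 4180 genes in DRG and 3005 (without female vehicle replicate 2) to 4695 in paw skin. On days 1, 16 and 31 the sexes differed in 2942, 2370 and 2795 genes of DRG and 3439, 4517 and 3129 genes of paw skin. Genes with opposite-strand overlap had odds ratios among them of 1.41 in vehicle, 0.99, 0.99 and 0.89 on the 3 days in DRG, and 1.28, 0.9, 1.25 and 1.47 in paw skin. In paw skin the 2 sexes shared a range of ambiguous reads on day 1 only, and in DRG on days 1, 16 and 31.

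**Figure D5:**
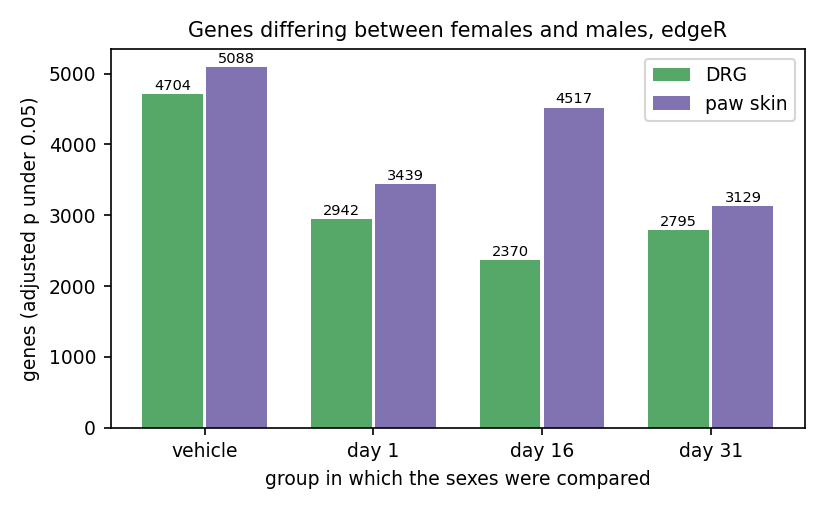
Number of genes that differed between females and males (vertical axis) in vehicle and on each day, by tissue. Counts ranged from 2370 in DRG on day 16 to 5088 in paw skin vehicle.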

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

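The tests of falling genes without opposite-strand overlap, of the subtraction of other-tissue reads from 3 lists, of the sex by treatment counts and of the salivary list were chosen only after the results were seen. The other tests in this part were written down before the values they measure were seen.

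Reads outside the gene counts differed between groups. The ambiguous line reached 1.0555% of gene counts (95% interval 1.0517% to 1.0593%, for counting error alone) in replicate 3 of male DRG on day 31 and 0.8143% (0.8108% to 0.8178%) in replicate 2 of male paw skin on day 1, against at most 0.353% in male vehicle libraries of either tissue. Of the 53 files, the 6 of male vehicle also spell the names of their last lines differently from the other 47. Such a gap between groups with nothing between them may come from another setting or gene annotation in counting. If strand had been handled differently, genes overlapping an opposite-strand exon should be over-represented among the calls. Their odds ratio was 2.02 among the calls of male DRG on day 16, against 0.82 in female DRG on day 1, 0.92 in female paw skin on day 1, and 0.85 and 1.01 in male paw skin on days 16 and 31, which stay within 1 range. Between male paw skin on days 1 and 31, which lie in different ranges, it was 1.96. Male paw skin on day 1 against vehicle also crosses the ranges and gave 1.37. Within 1 range, female DRG on day 31 gave 2.29, from only 6 calls, 2 of them with overlap. On day 16, female DRG and female paw skin gave 0.56 and 0.47. Effects in male DRG on day 16 also correlated with the difference between days 1 and 31 in male paw skin, 2 contrasts that share no library (Spearman 0.302 over 14332 genes, 0.491 for genes with overlap and 0.255 for the others), while females gave 0.01. Over all genes, days 1 and 31 gave 0.103 and 0.169 in males and 0.098 and -0.06 in females. For genes with overlap, males gave 0.3 and 0.393 on these days and females 0.123 and -0.024, and for the other genes males gave 0.05 and 0.112 and females 0.095 and -0.067. The values fit a difference in counting as a cause of part of the male changes. As the whole cause it is argued against by 75 genes of male DRG on day 16, lower at least 2-fold and with no annotated opposite-strand exon. Ignoring strand can add reads to such genes and not remove them. A further 178 such genes were higher at least 2-fold, the direction that ignoring strand can give. Whether the annotation also differed stays open.

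Counts differed between the days in each tissue and sex: 240 genes in male DRG, 1720 in female DRG, 1829 in male paw skin and 425 in female paw skin passed the test among days 1, 16 and 31. Of 100 splits of the treated libraries into days, 2 gave as many genes in male DRG, 1 in female DRG, 2 in male paw skin and 1 in female paw skin, the real split included. For male DRG and both female sets, all days lay in 1 range of ambiguous reads. The count for male paw skin crosses the ranges, and days 16 and 31 alone gave 28 genes. In male DRG the count was 2 without day 16 replicate 1 and 3650 without day 31 replicate 4, and with the replicate number as a block it was 41, so its size rests on single libraries. Without day 1 replicate 2 it was 3897 in female DRG, without day 31 replicate 1 it was 3535 in male paw skin, and without day 16 replicate 2 it was 1475 in female paw skin. The labels name no batch and no vehicle group for the days. A batch or a difference in age that follows the day of dissection would give the same split, so time since treatment stays open beside them.

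The gap between female DRG on day 1 and vehicle had a technical candidate. Effects followed transcript length (Spearman -0.465) and GC content (0.331), which fits a difference in RNA or library quality between the 2 groups as a cause of part of it. The trends as the whole cause are argued against by the 1673 genes that passed with them removed. Of these, 999 were among the 2160 of the fit without that step. Removing the trends need not remove every effect of quality, so a difference in quality as the whole cause stays open. The correlation with length was -0.21 to 0.18 in the other 11 comparisons with vehicle. The correlation with GC content was of similar size in male DRG (-0.308, -0.321 and -0.246 on days 1, 16 and 31), so the same candidate applies there, and counts in male DRG stayed within 1.5 times when the trends were removed.

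Treatment effects differed between the sexes for 4557 genes in DRG and 4480 in paw skin, and 1 of 100 shuffles of the day labels within each sex, the real one, gave as many in each tissue (at most 443 and 1460 otherwise). In DRG all male effects rest on the 3 male vehicle libraries, which stood apart from the other 7 groups: the distance to the nearest group was 0.543 log2 units for male vehicle against 0.227 to 0.36 for the others. Females and males differed at 4704 genes in vehicle and at most 2942 on a treated day, a fall that is between the values set in advance for and against a batch of the male vehicle libraries. Leaving out genes with opposite-strand overlap left 3538 genes that differed between the sexes. No other group of male DRG lies in the range of ambiguous reads of male vehicle DRG, so within DRG sex and a batch of these libraries cannot be told apart. Genes with opposite-strand overlap were over-represented among the genes that differed between the sexes, with odds ratios of 1.31 in DRG and 1.22 in paw skin. In paw skin, the effects of days 16 and 31 alone, where each sex stays in 1 range, differed for 461 genes. This argues against the gap in ambiguous reads as the cause on these days. It does not show that the files were counted alike, since male vehicle files spell their last lines differently. Genes with opposite-strand overlap had an odds ratio of 1.19 in this test. The limit of 100 genes for this test was set with the count already known. For the full count of 4480 in paw skin, the odds ratio is under the 1.5 set for counting but the count falls to 461 without day 1, so counting and a sex difference cannot be told apart. A sex difference in the response stays open as a biological explanation for the 461 genes, untested by an independent set of animals. Beside it stay a batch of the vehicle libraries and another difference in counting.

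For single genes, the test of sex by treatment gave adjusted p = 8.56e-07 for Bpifa2e (a rise in all 12 treated male DRG libraries and none past the threshold in females), 2.03e-06 for Tmem140, 6.8e-07 for Dbp, 4.7e-14 for 9530082P21Rik and 0.00127 for Nr2c2 in DRG, and 0.0267 for Smr3a, 1.45e-06 for 8430408G22Rik, 0.0322 for Cpa3, 0.00604 for Mki67 and 0.0452 for Krt14 in paw skin. Among the injury genes of DRG it gave 0.0147 for Atf3, 0.00507 for Sprr1a and 0.0257 for Npy. Tmem140, Dbp, 9530082P21Rik and Nr2c2 overlap an opposite-strand gene, and their male effects cross the ranges of ambiguous reads. Tmem140 at 20 CPM in male vehicle DRG and at 0.431 to 0.81 CPM in the 7 other groups may thus reflect counting (odds ratio 2.02 for such genes in male DRG on day 16), and so may 9530082P21Rik at 2.80 CPM in male vehicle and 79.4 to 105 CPM in the groups of treated males on day 1 and of females in vehicle and on day 1. For 8430408G22Rik, Cpa3, Mki67 and Krt14, without such overlap, no technical explanation of the sex difference was tested per gene. The alternative settings were run on their effects within each sex. In male paw skin on day 1 these stayed at -3.753 to -3.629, 1.397 to 1.512, 0.607 to 0.774 and 0.394 to 0.442. That comparison crosses the ranges of ambiguous reads, so these values do not rule out counting.

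Differences among the days passed for Dbp in male DRG (adjusted p = 0.0137), 8430408G22Rik in female paw skin (0.00268), Nr2c2 in female DRG (0.0304), Cpa3 in female paw skin (0.0312), Kri1 in male paw skin (0.0112), Sprr1a in male DRG (0.0451) and female DRG (0.0347), Npy in female DRG (0.0493) and Mki67 in male paw skin (0.0184). Except for Kri1 and Mki67 in male paw skin, all these comparisons stay within 1 range of ambiguous reads. The differences of Sprr1a and Npy in female DRG rest on replicate 1 of day 1, without which their effects on day 1 were 0.19 and 0.21.

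In groups of 4 libraries, 1 library lay far from the other 3 for 11 of 79 values tested, where chance gives 4.0. The ratio is the gap to the nearest library divided by the whole range. It was 0.89 for Sprr1a (28.9 CPM) and 0.874 for Npy (6.2 CPM) in replicate 1 of male DRG on day 31. In the other male DRG groups it was 0.925 for Atf3 in replicate 4 (15.3 CPM), 0.933 for Npy in replicate 3 (1.19 CPM) and 0.848 for Sprr1a in replicate 2 (0.645 CPM) of day 1, and 0.871 for Bpifa2e in replicate 2 of day 31 (11.7 CPM). In male paw skin it was 0.989 for Smr3a in replicate 4 of day 1 (213 CPM), 0.856 for Smr3a in replicate 3 of day 31 (77.1 CPM) and 0.836 for Cpa3 in replicate 1 of day 31 (19.6 CPM). For the share of other-tissue reads it was 0.889 in replicate 4 of male DRG on day 16 (0.0563%) and 0.889 in replicate 1 of male paw skin on day 1 (0.665%). A candidate explanation for replicate 1 of male DRG on day 31 is a nerve injury response in that animal. The other 20 genes of the axon injury list had a median log2 difference of 0.386 between it and the other 3 libraries, with 18 of 20 higher, against -0.188 to -0.036 for the other libraries. The value set in advance was over 0.5, and with 1 library, injury, handling and RNA quality cannot be told apart.

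Other-tissue reads in replicate 1 of male paw skin on day 1 belong to a wider pattern. Transcripts of the other tissue in male vehicle libraries followed their abundance in that tissue, with Spearman correlations of 0.904 in DRG and 0.86 in paw skin. Male paw skin on day 1 gave 0.831. The remaining groups gave 0.556 to 0.667 in DRG and 0.268 to 0.523 in paw skin. The higher values fit reads or RNA exchanged between the tissues. Exchange with female libraries is argued against: Xist in male vehicle reached at most 0.0221% of its female mean, within the 0.0242% of other male groups. After the estimated share was subtracted, the nociceptor list in male paw skin moved to -0.138 on day 16 and 0.059 on day 31, and the keratinocyte list in male DRG to 0.379, 0.172 and -0.072 on days 1, 16 and 31, so their lower values against vehicle may come from such reads. The myelin list in male paw skin stayed at -0.83 and -0.641 on days 16 and 31, past the threshold, which argues against exchange as its whole cause. A change in Schwann cells or nerve content with treatment stays open for myelin, and so does a batch of the vehicle libraries. In male paw skin the skeletal muscle list was also lower on days 1, 16 and 31 (-3.095, -1.135 and -1.287), past camera alone. The keratinocyte list was higher (0.556, 0.303 and 0.243). Whether the depth of skin taken differed between the groups was not tested.

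Bpifa2e and Smr3a had at most 2 counts in male vehicle libraries of either tissue and rose in all treated male libraries. A salivary gland list of 9 genes was picked after these genes were seen. Its proportions in treated male DRG and treated male paw skin correlated at 0.95. Treated female libraries, which show no such rise, also ranked most of these genes alike in DRG and paw skin. There, Amy1 averaged 21.2 and 8.09 CPM, Bpifa2e 0.854 and 1.08, and Pip 0.00566 and 0.0174, while Car6 differed (0.105 and 26.8). The correlation thus cannot decide whether RNA or reads came from another tissue. Not all genes of the list were near 0 in male vehicle libraries. Amy1 lay at 18.7 to 19.7 CPM in DRG and 12.2 to 13.2 CPM in paw skin, and Car6 at 30.1 to 38.5 CPM in paw skin. Medians against vehicle were 3.71, 4.05 and 3.31 in DRG (7 genes) and 3.4, 5.34 and 3.98 in paw skin (9 genes) on the 3 days. With genes at the floor set to their bounds, the medians of fitted changes fell from 7.66, 8.04 and 7.22 to 3.11, 3.59 and 2.69 in DRG, and from 7.75, 9.99 and 8.03 to 2.92, 5.11 and 3.21 in paw skin. In CPM without TMM, Smr3a and Bpifa2e reached 27.7 and 31.3 in treated male DRG and 294 and 586 in treated male paw skin. In scaled CPM, female libraries reached at most 1.27 CPM of Bpifa2e in DRG and 0.685 CPM of Smr3a in paw skin. No tissue in the series is a salivary gland, so the source stays open, and no biological explanation was tested.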

How the results depend on the processing

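The alternatives that left out genes with opposite-strand overlap, subtracted other-tissue reads, used days 16 and 31 only, or removed the trend with length and GC content were chosen only after the data were seen. The others were chosen before. A count of genes is called moved here when it was over 1.5 times larger or smaller. The cause of a change was not tested unless one is given.

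RLE scaling and the subtraction of other-tissue reads moved none of the main counts and correlations they were run on, and RLE changed none of 179 other results. With DESeq2, genes among days became 2156 in male DRG (236 of the 240 shared), 2893 in female DRG, 3177 in male paw skin and 1688 in female paw skin. Against vehicle, female DRG gave 87 genes on day 16 (63 higher, 24 lower) and 113 on day 31 (7 higher, 106 lower). Male paw skin gave 720 on day 16 (397 higher, 323 lower) and 1723 on day 31 (893 higher, 830 lower; 591 of the 608 shared), and female paw skin 1318 on day 1 (483 higher, 835 lower), 361 on day 16 (226 higher, 135 lower) and 75 on day 31 (36 higher, 39 lower). Genes past the threshold on all 3 days became 7 in female DRG, 249 in male paw skin and 9 in female paw skin. The correlation of the sexes became -0.155 in DRG on day 1 and -0.304 and 0.146 in paw skin on days 1 and 16. Without the filter on low counts these 3 correlations were -0.153, -0.3 and 0.147, female DRG gave 18 genes on day 31, and the effect of Kri1 in male paw skin on day 16 was 6e-05, reversed from -0.008. Of 114 other results each, DESeq2 made 7 stronger and left 107 on their side of the threshold, and the missing filter left 113.

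The replicate numbers were tested as a block although the labels do not say that they pair libraries. Residuals of libraries with the same number did not correlate more than those with different numbers (means of -0.037, -0.031, -0.064 and -0.078 against 0.012, 0.016, 0.023 and 0.035 in male DRG, female DRG, male paw skin and female paw skin), so the block mainly costs degrees of freedom. With it, genes among days became 41 in male DRG, 880 in female DRG and 93 in female paw skin, and counts against vehicle 28 in female DRG on day 16, 76 and 3 in male paw skin on days 16 and 31, and 217 and 11 in female paw skin on days 1 and 16. Sprr1a reversed to 0.175 in male DRG on day 1 and 0.085 in female DRG on day 16. Of 179 other results, 9 became weaker and 168 stayed.

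A single fit over both sexes gave 2691 genes in male DRG on day 16, 366 and 1386 in male paw skin on days 16 and 31, 778 in female DRG on day 1, and 97 and 12 in female paw skin on days 16 and 31. Among days it gave 2429 in male DRG, 799 in female DRG, 3136 in male paw skin and 921 in female paw skin. Of 114 other results, 2 became weaker and 2 stronger. Fitting only the compared pair, with fewer libraries, gave 4070 and 861 genes in male DRG on days 16 and 31, 42, 131 and 167 in female DRG on days 1, 16 and 31, 136 in male paw skin on day 16, and 78 and 2 in female paw skin on days 1 and 16. Of 103 other results, 9 became weaker.

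Leaving out genes with opposite-strand overlap, which tests fewer genes, gave 1132 (650 higher, 482 lower) and 1150 genes in male DRG on days 16 and 31, 3 in female DRG on day 31 and 1147 among days in male paw skin. Genes on all 3 days became 595 in male DRG and 0 in female DRG, and all 84 other results stayed. With the trend of length and GC content removed, female DRG gave 80 genes on day 16 (64 higher, 16 lower) and 43 on day 31 (6 higher, 37 lower). Male DRG effects on day 1 reversed to 0.035 for Dbp and 0.047 for Sprr1a. Of 102 other results, 2 became weaker, 1 stronger and 97 stayed. Subtracting other-tissue reads reversed Sprr1a in male DRG on day 1 (0.386) and the nociceptor list in male paw skin on day 31 (0.059). Of 179 other results, 4 became weaker and 173 stayed. The keratinocyte list in male DRG is counted as weaker, although its median also changed sign on days 1 and 16 (0.379 and 0.172). Days 16 and 31 alone gave 28 genes in male paw skin and 461 for sex by treatment in paw skin. For the gene lists, fry passed 12 pairs in DRG and 10 in paw skin, and the estimated correlation 0 and 0. Of the 65 pairs past camera, fry kept 18 and the estimated correlation none.

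Across the fits that each left out 1 library, male DRG gave from 3151 (without vehicle replicate 1) to 5620 genes on day 1, from 931 (without vehicle replicate 1) to 1289 on day 16, from 1035 (without vehicle replicate 2) to 1920 (without day 31 replicate 1) on day 31 and from 2 (without day 16 replicate 1) to 3650 (without day 31 replicate 4) among days. Female DRG gave from 156 (without vehicle replicate 2) to 4098 (without day 1 replicate 2) on day 1, from 19 (without vehicle replicate 1) to 31 on day 16, from 0 (without day 31 replicate 2) to 2 (without day 31 replicate 1) on day 31 and from 323 (without day 16 replicate 1) to 3897 (without day 1 replicate 2) among days.

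In male paw skin the range was from 1316 (without vehicle replicate 2) to 3851 on day 1, from 7 (without vehicle replicate 2) to 495 (without day 16 replicate 3) on day 16, from 0 (without vehicle replicate 2) to 1479 (without day 31 replicate 1) on day 31 and from 1061 (without day 1 replicate 1) to 3535 (without day 31 replicate 1) among days. In female paw skin it was from 97 (without vehicle replicate 2) to 505 on day 1, from 10 (without vehicle replicate 3) to 37 on day 16, from 0 to 3 (without vehicle replicate 1) on day 31 and from 98 (without day 1 replicate 3) to 1475 (without day 16 replicate 2) among days.

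Sex by treatment gave from 3582 to 5946 genes in DRG and from 3017 to 5561 in paw skin across such fits. Female against male vehicle gave from 2672 (without male vehicle replicate 1) to 4180 in DRG and from 3005 (without female vehicle replicate 2) to 4695 in paw skin. For the correlation of the sexes, the genes on all 3 days and the lists, only vehicle libraries were left out in turn, and dependence on treated libraries was not tested. The correlation of the sexes ranged in DRG from -0.292 (without male vehicle replicate 2) to -0.096 (without male vehicle replicate 1) on day 1, from -0.058 to 0.003 on day 16 and from -0.207 (without male vehicle replicate 2) to -0.04 (without male vehicle replicate 1) on day 31. In paw skin it ranged from -0.442 to -0.334 on day 1, from 0.143 (without female vehicle replicate 1) to 0.259 on day 16 and from -0.2 (without female vehicle replicate 1) to 0.129 (without female vehicle replicate 2) on day 31. Genes on all 3 days ranged from 680 to 732 in male DRG, from 0 to 0 in female DRG, from 0 (without vehicle replicate 2) to 52 in male paw skin and from 0 to 0 in female paw skin. Lists past camera ranged from 24 to 30 pairs in DRG and from 34 to 38 in paw skin.

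For single genes and lists, 783 of the 925 values with 1 library left out stayed, 95 became weaker, 11 stronger and 36 reversed. Effects that crossed 0 were small or rested on 1 library. In DRG of males they ranged from -0.666 (without day 1 replicate 2) to 0.591 (without vehicle replicate 3) for Sprr1a and from -0.019 to 0.173 for Gap43 on day 1, and from -0.099 (without day 31 replicate 1) to 0.61 for Gal on day 31. In DRG of females they ranged from -0.149 (without day 1 replicate 1) to 2.23 for Atf3 on day 1. On day 16 they ranged from -0.129 to 0.271 for Nr2c2, from -0.495 to 0.575 for Sprr1a, from -0.154 to 0.077 for Gal, from -1.367 to 0.256 for Npy and from -0.139 to 0.033 for Sox11, and on day 31 from -0.244 to 0.403 for Nr2c2.

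In paw skin of males, Kri1 on day 16 ranged from -0.046 to 0.034. In paw skin of females, Smr3a ranged from -0.321 to 0.424 on day 1 and from -0.12 to 0.487 on day 31, Krt10 from -0.085 to 0.199 on day 1 and from -0.086 to 0.157 on day 16, Cpa3 from -0.699 to 0.052 and Krt14 from -0.051 to 0.213 on day 16. The skeletal muscle list on day 31 ranged from -0.221 (without vehicle replicate 2) to 3.665.

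Depth limits genes near the floor: Npy in male vehicle DRG averaged 0.0971 CPM and Sprr1a 0.39 CPM, so their effects rest on few reads.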

Other observations

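The tests with the clock and glucocorticoid lists were chosen only after the results were seen, and the single genes named in this part were chosen after their values were seen. The outer root sheath test and the splits of libraries were set beforehand.

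Other splits of the same libraries into groups of the same sizes were tested for each count against vehicle. In male DRG, 1 of the 35 splits gave as many genes on day 1, 1 of the 35 on day 16 and 1 of the 35 on day 31, the real split in each case. The highest count of another split was 4319 on day 1, 49 on day 16 and 1255 on day 31. In male paw skin it was 1 of the 35 splits on day 1 (at most 1742 otherwise) and 2 of the 35 on day 31, where another split gave 1085 genes against 608. For 3 libraries against 3, there are 10 splits, so a share under 0.1 cannot be reached. As many genes came from 1 of the 10 splits in female DRG on day 1, 1 of 10 on day 16 and 1 of 10 on day 31, from 2 of 10 in male paw skin on day 16 (234 genes in the other split), from 1 of 10 in female paw skin on day 1 and 1 of 10 on day 16, and from 10 of 10 in female paw skin on day 31, where all splits gave 0 genes and 1138 had an unadjusted p under 0.05. Female against male vehicle gave the most genes in 1 of the 10 splits in each tissue. In these designs of 3 against 3, a group effect and the choice of libraries cannot be told apart by splits alone.

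Hair keratins were nearly absent from female paw skin on day 1. Krt71 lay at 0 to 0.161 CPM against 32.3 to 55.7 in vehicle, and Krt25 at 0 to 0.269 against 24 to 52.9. On days 16 and 31 both lay at 50.7 CPM or more in females, and male paw skin held at least 21.8 CPM in every group. A candidate technical cause is that skin without hair follicles was sampled in this group. The outer root sheath and bulge genes, which follicles also express, had a median log2 fold change of -0.041 in the same comparison, with 5 of 11 genes higher. Members that go both ways decide nothing, and skin between follicles expresses some of them, such as Krt17 and Krt15. The site of sampling and a loss of growing hair shafts after treatment cannot be told apart from these values. Male paw skin on day 1 showed no such fall, and a difference in hair cycle stage between animals was not tested. In the same list, other comparisons gave medians of 0.245 and -0.028 in female paw skin on days 16 and 31, -0.068, 0.047 and 0.143 in male paw skin on days 1, 16 and 31, and -0.14 to 0.006 in DRG (7 genes).

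Genes that respond to glucocorticoids were higher in female DRG on day 1, with a median log2 fold change of 0.73 over 16 genes, 15 of them higher. A response of the whole animal, such as stress, may raise them in each tissue. In female paw skin on day 1 the median was 0.381, past the threshold and under the value of 0.5 set for it, so a response of the whole animal and a change within DRG cannot be told apart. On days 16 and 31 the medians were 0.44 and -0.32 in female DRG and 0.48 and -0.08 in female paw skin. In males they were -0.94, -0.84 and -0.79 in DRG and -0.37, -0.41 and -0.13 in paw skin on the 3 days. Of these, the DRG comparisons and day 1 of paw skin cross the ranges of ambiguous reads, and days 16 and 31 of paw skin do not.

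For clock genes, the hour of collection is a candidate cause. In female DRG on day 31, genes that peak together with Dbp (9 tested) and genes of the opposite phase such as Arntl (4 tested) moved apart by 1.21 log2 units, and in female paw skin on day 31 by 1.134, which fits a difference in time of day between the vehicle and day 31 animals. Female DRG gave 0.71 and 0.78 on days 1 and 16, and female paw skin 0.57 and 0.77. Male DRG gave 0.33, -0.33 and -0.31, and male paw skin -0.02, -0.20 and 1.03. On day 31 male paw skin thus shared the female pattern, and male DRG did not. The male DRG comparison crosses the ranges of ambiguous reads, and that of male paw skin on day 31 does not. Medians of the whole clock list, which joins both phases, were 0.21, 0.16 and 0.20 in female DRG, 0.43, 0.50 and 0.57 in female paw skin, -0.12, -0.10 and -0.16 in male DRG and -0.37, -0.26 and -0.15 in male paw skin. The labels give no hour of collection, and an effect of paclitaxel on the clock was not tested. The rise of Dbp in female DRG, named in the report by its rule, belongs to this pattern.

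Single genes outside the naming rule differed sharply between groups of paw skin. Nefl, at 3790 to 6640 CPM in DRG, averaged 9.25 CPM in male paw skin vehicle (7.37 to 10.3) and lay at 4.67 to 39.3 CPM on day 1, 0 to 0.195 on day 16 and 0 to 0.257 on day 31. Female paw skin held 0.795 to 1.83 CPM in all groups. Ttr, made by the choroid plexus and liver, lay at 10.1 to 16.5 CPM in male paw skin on day 16 and 10.9 to 74.5 CPM on day 31, and at most 0.106 CPM in the other paw skin libraries. Of genes made mainly by the submandibular gland, Prol1 had 0 counts in all DRG libraries and Klk1b22 reached at most 0.257 CPM in treated male paw skin.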
